A study of Rattus norvegicus with 10 samples. Its data were reported in "A Comparison of Gene Expression Profiles of Rat Tissues after Mild and Short-Term Calorie Restrictions" (2021).

How the data were processed

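The authors extracted RNA from gastrocnemius muscle of male Wistar rats collected after an overnight fast, combined equal amounts of RNA from the 5 rats of each group into 1 pool, and hybridized each pool to 1 Affymetrix Rat Genome 230 2.0 array. Per the labels, the deposited values are MAS5 signal intensities on a linear scale, scaled by the authors array by array. The deposited table gives 1 signal per probe set and array, with no detection call and no change call. A trimmed mean of the deposited signal, taken between the 2nd and 98th percentiles, was the same on all arrays of a duration and differed between the durations.

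From these values, signals below 0.1 were set to 0.1 and converted to log2. Control probe sets were left out, and probe sets whose mean log2 signal over the 10 arrays was at or above the 50th percentile were tested. Gene symbols came from the annotation of the array platform and were matched to a RefSeq gene table by gene identifier. Of 31099 probe sets, 20832 carried 1 gene, 436 carried several and 9831 carried none, and 20764 were matched to the table.

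Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The dose trend was the slope of log2 signal on the level of restriction, per 10 percentage points, over all 10 arrays with duration as a factor. Restricted against control was the mean of the 8 restricted arrays against the 2 controls with duration as a factor. The dose trend was also fitted to the 8 restricted arrays alone. Duration was the contrast of 1 month with 1 week with the level of restriction as a covariate, and dose by duration was the difference between the slopes of both durations. A contrast of restricted with control arrays that could differ between durations was added after the data were seen. Residual degrees of freedom were 7 for the dose trend, the restricted against control contrast and duration, 5 for the restricted arrays alone and 6 for dose by duration. No residual variance came from replicates of a group, since each group had 1 array.

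Log2 ratios of each restricted array to the control array of its duration were computed for 8 comparisons. A probe set was counted as having the same direction in all 8 when each ratio was at least 0.25 in size with the same sign. This count was set against 20 simulations without an effect and against every other pair of arrays, 1 per duration, taken as controls. Agreement between durations was the Pearson and Spearman correlation of ratios across probe sets at each level. The 200 probe sets with the highest and the lowest ratio at 30% CR at 1 duration were read at the other.

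Pathway and cell type lists, 35 in number, were fixed before the data were examined, and 4 lists came from the genes that the study named. For each list and gene, the probe set with the highest mean signal was used, giving 9170 genes. Lists of abundant muscle genes were also set against 10000 random lists matched on signal. A match on the 50 nearest genes gave lists dimmer than fast fibre genes (12.44 against 12.94), and one on the 5 nearest, added after the data were seen, drew on only 27 genes for the fast fibre list. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Of 737 list entries, 2 were not matched to a gene and 61 had no probe set.

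The comparisons, filter, thresholds, lists and most alternatives were chosen before the data were examined. Named genes were chosen by a rule fixed at the same time. For the dose trend and for restricted against control, they were the 12 genes with the largest positive and the 12 with the largest negative estimate among those that passed and whose ratio at 30% CR had the same sign at both durations. For duration they were the 8 largest in each direction without the condition on ratios, and for each list up to 4 members with the largest estimate among those that passed, or the 2 with the smallest p where none passed. The genes of the study lists were added.

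Alternatives fixed in advance were quantile normalization, median centring, no filter, a 70th percentile filter, log2 of signal plus 32, eBayes without trend, the rank of the level in place of its percentage, the level as a block in the duration fit, fits to 1 duration or to the higher levels alone, the mean of a gene's probe sets, other minimum ratios and numbers of picked genes, the exchange of the 1-week control and 5% arrays, and leaving out each array in turn. Cyclic loess, the mean of slow fibre genes as a covariate, the restricted against control contrast within 1 duration, level ranks for named genes, and the exchange for the restricted arrays alone, the 2-fold counts, the values between durations and restricted against control by duration were added after the data were seen.

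The scripts were tested on simulated data with known changes on 15521 probe sets. A slope of 0.5 log2 per 10 points was found for 93% of changed probe sets with 5 false calls, and a slope of 0.25 for 59%. Over the restricted arrays alone these slopes were found for 83% and 37% with 11 false calls. For dose by duration, a difference of 0.5 was found for 60% and one of 1 for 95% with 3 false calls, so smaller differences may be missed. For restricted against control, a change of 1.5 log2 was found for 94% with 16 false calls, and one of 0.75 for 70%. Tables and figures were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.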

Results

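The data were signals of 31099 probe sets on 10 arrays of rat gastrocnemius, a calf muscle of mostly fast fibres. The groups were control, 5%, 10%, 20% and 30% calorie restriction (CR) for 1 week and for 1 month, with 1 array per group, and each array carried RNA pooled from 5 rats. No group had a replicate array, so every test rests on slopes or contrasts over 8 or 10 arrays, and their number limits the precision. The trimmed mean signal was 99.58 on each 1-week array and 86.39 on each 1-month array. Tests covered 15521 probe sets with a mean signal of at least 17.84, and list tests covered 9170 genes.

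Signs of array quality differed between groups. The GAPDH 3' to 5' ratio was 1.02 to 1.08 on all arrays. The actin 3' to 5' ratio was 1.699 on the 1-week control and 1.235 to 1.555 on the restricted arrays of that duration, the lowest at 30% CR, and 1.444 against 1.369 to 1.605 at 1 month. The poly-A spike 5' to 3' ratio was 0.27 to 0.464 at 1 week and 0.794 to 0.93 at 1 month. Hybridization spike signals on restricted arrays were 0.89 to 0.96 of the control at 1 week and 0.54 to 0.73 of the control at 1 month. The brightest 1% of probe sets, 311 in number, had median log2 ratios to control of 0.02 to 0.11 at 1 week and −0.31 to −0.11 at 1 month. The mean poly-A spike signal was 87.2 on the 1-week control and 42.5 to 53.9 on the restricted arrays of that duration, and 123.5 against 98.9 to 108 at 1 month. The titles and restriction labels place each array in 1 group, but the second description lines of the 1-week control and 1-week 5% CR arrays state the opposite feeding. The limma fits, the list tests, the counts of ratios and the correlations between durations were therefore repeated with these arrays exchanged.

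Which muscle transcripts differ between restricted and control rats, whatever the level, was asked by setting the 8 restricted arrays against the 2 controls. Circadian clock genes were among those with the largest changes. Per2, a clock repressor, rose 5.34-fold (log2 2.42 ± 0.21, SE over 10 arrays, adjusted p = 0.000144), with log2 ratios of 1.97 to 2.97 in all 8 comparisons, and Dbp, a clock output factor, rose 3.92-fold (log2 1.97 ± 0.26). Bmal1, the activator at the core of the clock, fell 4.94-fold (log2 −2.30 ± 0.40), and Nfil3, which opposes Dbp, had a log2 change of −1.38 ± 0.25. G0s2, an inhibitor of fat breakdown, fell 5.37-fold (log2 −2.42 ± 0.44), and Cish, a target of growth hormone signalling, fell 4.3-fold (log2 −2.10 ± 0.29).

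Among the other genes with the largest rises, Zfp503, a zinc finger protein, rose by 1.79 ± 0.17 log2 and Ppl, the junction protein periplakin, by 1.79 ± 0.23. Enzymes that modify foreign compounds also rose: Sult1a1 by 1.41 ± 0.21, Fmo2 by 1.35 ± 0.23 and Ephx1 by 1.35 ± 0.15 (adjusted p = 0.00053). Pik3ip1, an inhibitor of PI3 kinase, rose by 1.32 ± 0.13 and Cd163, a scavenger receptor of macrophages, by 1.25 ± 0.23. Stk35 rose by 1.51, and Fgfrl1 (1.66) and Foxp2 (1.34) passed less firmly. Falls were seen for Nr4a3, an orphan nuclear receptor (−2.37 ± 0.53), Wsb1 (−1.80 ± 0.31), Nmrk2, a muscle kinase that makes NAD from nicotinamide riboside (−1.46 ± 0.23), and the transcription factor Maf (−1.37 ± 0.25). Slc41a3 and Dyrk2 fell by 1.33 and 1.18 log2, and Atp1b4 (−1.18) and Slc16a9 (−1.17) passed less firmly.

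In total 175 probe sets rose and 136 fell in limma, 311 of 15521, and 309 of the 311 had the same sign in all 8 comparisons, as did 2570 of all 15521 tested. This follows in part from their selection on the mean of these ratios. At an unadjusted p under 0.05 there were 2209, against 776 by chance alone. The count was 27 without the 1-week control, 112 without the 1-month control, and 1 with the 1-week control and 5% arrays exchanged. Of the 24 genes with the largest changes, Per2, Zfp503, Ephx1 and Pik3ip1 passed without each of the 10 arrays; 5 of 24 passed without the 1-week control, 9 without the 1-month control, 10 without the variance trend and 0 with the arrays exchanged. Calls lost without an array were lost without a control, with these exceptions. Fgfrl1 passed only without the 5% array of either duration (1.09 without the 1-week control, adjusted p = 0.437), and Atp1b4 only without the 1-week 5% or the 1-month 30% array (−0.70 without the 1-month control, adjusted p = 0.549). Foxp2 was also lost without the 1-month 10% (adjusted p = 0.0504) or 20% array (0.0572), and Slc16a9 without the 1-week (0.0548) or 1-month 20% array (0.0587). Without the 1-week control, Cd163 was at 0.68 (adjusted p = 0.272).

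**Figure D1:**
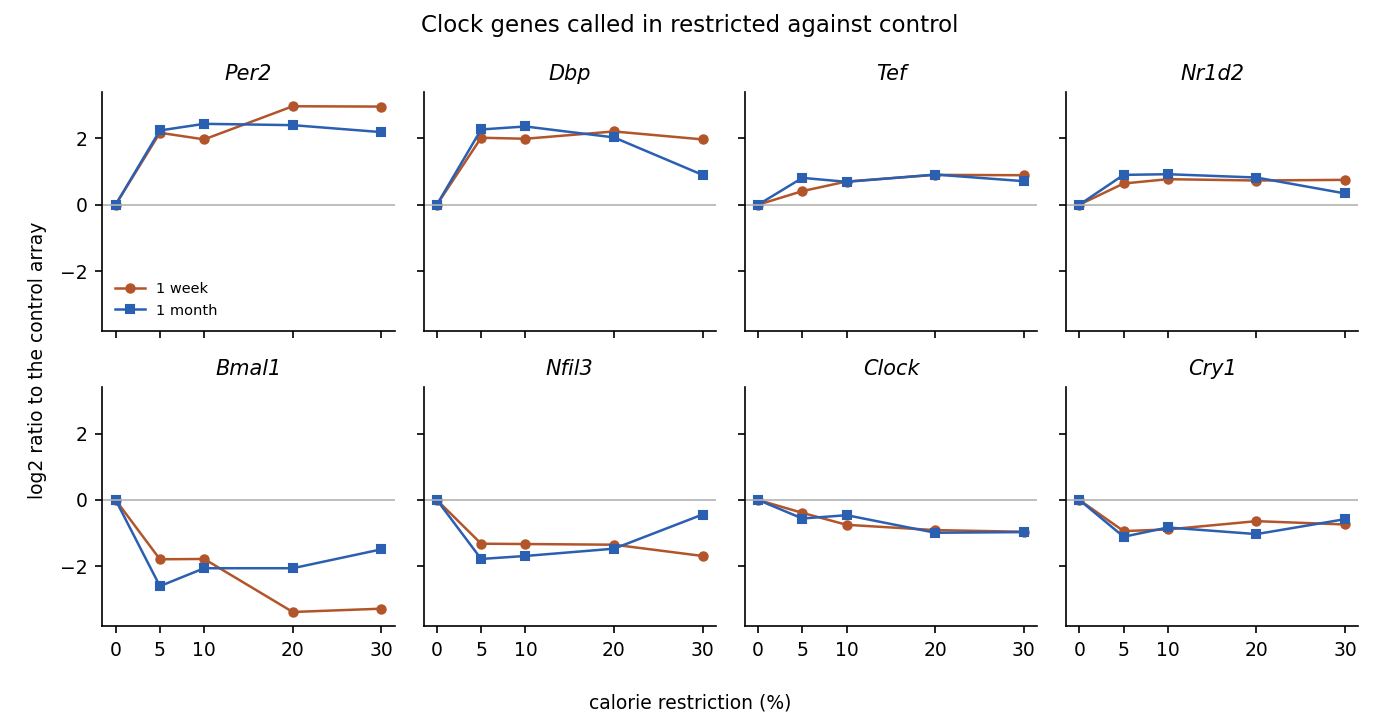
Log2 ratio to the control array of the same duration (vertical axis) against the level of CR in percent (horizontal axis) for 8 clock genes, 1 panel per gene, with a line for 1 week and a line for 1 month and 1 array per point. Per2 lay between 1.97 and 2.97 in all 8 comparisons, and Bmal1 between −3.38 and −1.49.

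Of the 12 measured genes of the D-box and PER arm of the clock, 4 rose, 1 fell and 7 did not pass, and 6 rose and 1 fell when adjusted over the list alone (list median log2 0.54, camera adjusted p = 0.000234, adjusted p = 0.285 with an estimated correlation). The rises were Per2, Dbp, Tef (0.75) and Nr1d2 (0.73), and Cry1, a repressor with a later phase, was at −0.845 ± 0.131 and passed. In the BMAL1 arm of 4 genes, 3 fell, Bmal1, Nfil3 and Clock (−0.75), and 1 did not pass, with 3 falls and 1 rise when adjusted over the list alone (median −1.07, adjusted p = 0.00608, adjusted p = 0.285 with an estimated correlation). The BMAL1 list did not pass without the 1-week control (adjusted p = 0.0964), with the 70th percentile filter (0.174) or with the arrays exchanged (0.268), and the D-box and PER list did not pass with the arrays exchanged (adjusted p = 0.0755).

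Detoxification and antioxidant enzymes numbered 27, of which 5 rose, 0 fell and 22 did not pass (7 rises when adjusted over the list alone, adjusted p = 0.000347, adjusted p = 0.285 with an estimated correlation). They included Fmo1 (1.00 ± 0.21) and Gsta1 (0.81), enzymes of oxidation and glutathione transfer. FOXO, autophagy and atrophy genes gave 2 rises among 22, Gabarapl1 (0.51), which acts in autophagosomes, and Foxo3 (0.49), with 20 not passing and 7 rises when adjusted over the list alone (adjusted p = 0.000347, adjusted p = 0.288 with an estimated correlation, adjusted p = 0.0647 without the 1-month control). For fatty acid uptake and beta-oxidation, 1 of 22 rose, the fatty acid carrier Cd36 (0.71), and 21 did not pass, with 1 rise when adjusted over the list alone (adjusted p = 0.00221, adjusted p = 0.47 with an estimated correlation). That list turned to the lower side without the 1-week control (adjusted p = 0.869) and with the arrays exchanged (adjusted p = 0.949). PPAR targets of fasting numbered 10, with 1 rise, Mlycd (0.55), which breaks down the inhibitor of fatty acid entry into mitochondria, and 9 not passing; adjusted over the list alone, 4 rose and 1 fell (adjusted p = 0.00548, adjusted p = 0.288 with an estimated correlation). The PPAR list did not pass without the 1-week control (adjusted p = 0.148) or with the arrays exchanged (adjusted p = 0.563).

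Genes of growth hormone, IGF and insulin signalling gave 3 falls among 18, Cish, Igfbp5 (−0.72) and Grb10 (−0.48), an adaptor that damps insulin signalling, while 15 did not pass; adjusted over the list alone, 1 rose and 4 fell (adjusted p = 0.0483, adjusted p = 0.288 with an estimated correlation). This list did not pass without the 1-week control (adjusted p = 0.0964), the 1-month control (0.133), the 1-week 20% array (0.0653) or the 1-month 30% array (0.0565). It also did not pass under 5 other settings (0.0557 to 0.33). Actin, tubulin and their regulators had 1 rise, the filament protein Vim (0.38), 1 fall, the cytoplasmic actin Actg1 (−0.54), and 20 not passing, with 1 rise and 4 falls when adjusted over the list alone (adjusted p = 0.0077, adjusted p = 0.285 with an estimated correlation, adjusted p = 0.293 without the 1-month control and 0.0617 with the 70th percentile filter). Heat shock proteins and chaperones had 1 fall among 30, Hspa5 (−0.29), a chaperone of the endoplasmic reticulum, and 3 falls when adjusted over the list alone, with 29 not passing (adjusted p = 0.0056, adjusted p = 0.285 with an estimated correlation, adjusted p = 0.293 without the 1-month control). Cholesterol synthesis had a median of −0.22 over 18 genes, yet its 1 gene that passed, Fdft1, rose by 0.42, and adjusted over the list alone 1 rose and 2 fell (adjusted p = 0.0287, adjusted p = 0.285 with an estimated correlation, adjusted p = 0.469 without the 1-week control and 0.563 with the arrays exchanged).

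Lists of fibre type and of other cell types were also tested. None of the 11 slow fibre genes passed, over all genes or over the list alone; the list median was 0.74, and Myh7, the slow myosin, was at 1.18 ± 0.37 (adjusted p = 0.13). The slow fibre list passed (adjusted p = 0.0014, adjusted p = 0.442 with an estimated correlation) and turned to the lower side without the 1-week control (adjusted p = 0.552) and with the arrays exchanged (adjusted p = 0.173). Its median ratios were 0.86 to 2.13 at 1 week and −0.40 to 0.26 at 1 month, and its mean on the 1-week control was 0.67 below the next lowest array. For the 15 fast fibre genes, 0 passed over all genes or the list alone; the list median was −0.15 and Tnni2, the fast troponin I, was at −0.18 ± 0.11 (list adjusted p = 0.0129, adjusted p = 0.723 with an estimated correlation). The fast fibre list did not pass with quantile normalization (adjusted p = 0.984), turned to the higher side without the 1-month control (adjusted p = 0.019), and had 1-month medians of −0.62 to −0.27, with the brightest probe sets at −0.31 to −0.11.

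**Figure D2:**
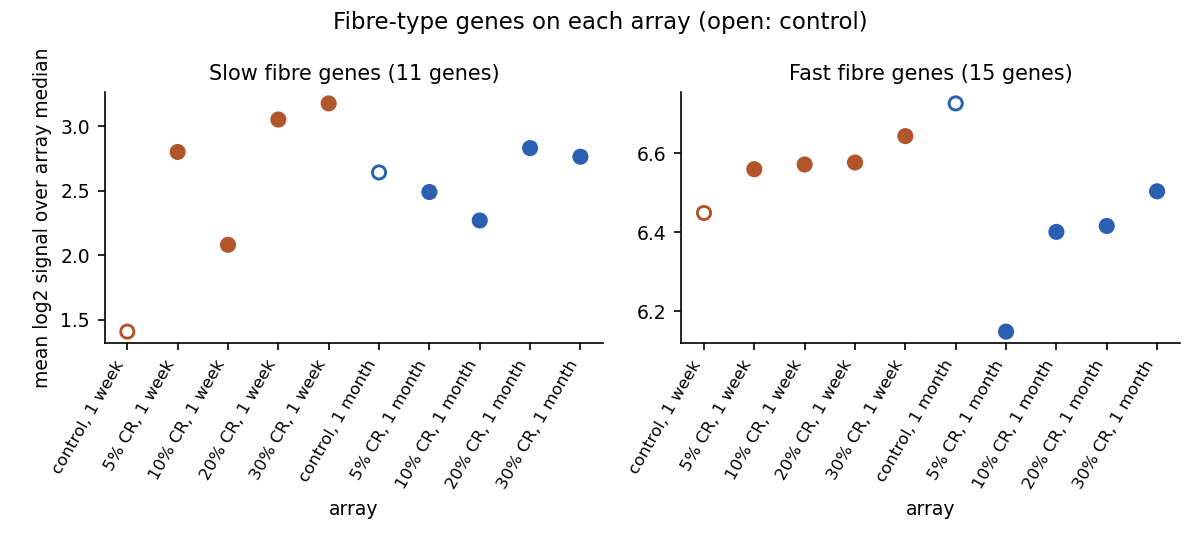
Mean log2 signal over the array median (vertical axis) of slow fibre genes (left) and fast fibre genes (right) on each of the 10 arrays (horizontal axis), with open points for controls. The slow fibre mean was 1.41 on the 1-week control and 2.08 to 3.18 on the other 9 arrays.

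Fibroblast markers gave 3 rises among 12, Scara5 (0.59), Clec3b (0.54) and Mfap5 (0.51), with 9 not passing and 5 rises when adjusted over the list alone (adjusted p = 8.74e-05, adjusted p = 0.288 with an estimated correlation, adjusted p = 0.171 with the arrays exchanged). Macrophage markers had 1 rise among 15, Cd163, and 14 not passing, with 1 rise when adjusted over the list alone (adjusted p = 0.00221, adjusted p = 0.359 with an estimated correlation, adjusted p = 0.0755 with the arrays exchanged). Schwann cell and nerve markers had 0 of 6 passing and 1 rise when adjusted over the list alone, with the myelin protein Pmp22 at 0.32 (adjusted p = 0.0129, adjusted p = 0.285 with an estimated correlation, adjusted p = 0.0932 without the 1-week control, 0.0808 with the 70th percentile filter and 0.171 with the arrays exchanged). Adipocyte markers split: Pnpla2, the lipase that G0s2 inhibits, rose by 0.43, G0s2 fell, and 11 of 13 did not pass, with 4 rises and 1 fall when adjusted over the list alone (adjusted p = 0.0483, adjusted p = 0.288 with an estimated correlation). The adipocyte list did not pass without the 1-week control (0.552), the 1-week 5% (0.0635), 10% (0.0656) and 20% (0.0514) arrays or the 1-month 30% array (0.0565). It also did not pass under 5 other settings (0.0606 to 0.563).

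The other 19 lists did not pass (adjusted p = 0.0829 to 0.999). In the list of fatty acid synthesis and desaturation, Dgat2, which makes triglyceride, rose by 1.23 ± 0.15 and Srebf1, the regulator of fat synthesis, fell by 1.09 ± 0.22, with 15 of 17 not passing. Among 10 stretch response genes, Fhl3 rose by 0.72, Nmrk2 and Xirp1 (−0.53) fell, and 7 did not pass. List median, mean and test differed in sign for fatty acid synthesis, cell cycle, and smooth muscle and pericyte markers. Of the probe sets that the study put highest and lowest in muscle, 4 and 4 carry a single gene in the annotation used. The highest gave 3 rises here, Sult1a1, Synj2 (1.12) and Fmo1, and the lowest gave 4 falls. Pdk4 was at 0.45 (adjusted p = 0.135) on its brightest probe set, used for the lists, and rose by 0.88 (adjusted p = 0.0378) on another. The latter is the probe set that the study listed. Of 9 measured genes that it found higher across tissues, 6 rose and 3 did not pass, though Nampt rose on a dimmer probe set (0.57, adjusted p = 0.00246), and of 8 lower ones, 2 fell, Actg1 and Cmtm6 (−0.97), and 6 did not pass. Other probe sets in its tables stood outside the lists, as they carry no gene or several genes here, and their values were read later. Among them Hsp90aa1, a chaperone named lower across tissues, fell by 0.556 ± 0.0887 (adjusted p = 0.00483) and LOC100362819, among its lowest in muscle, by 1.8 ± 0.255 (adjusted p = 0.00246). The former probe set also carries a pseudogene, and the latter carries no gene here. Adjusted over the list alone, 4 of 4, 4 of 4, 9 of 9 and 8 of 8 passed, but these genes were chosen on these arrays, in whole or in part, so the counts are not independent evidence.

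Which transcripts follow the level of restriction was asked with a slope over all 10 arrays. Expression of Sult1a1 rose by 0.52 ± 0.08 log2 per 10 percentage points of CR, and reached 1.94 and 1.88 at 30% CR after 1 week and 1 month. Herpud1, an endoplasmic reticulum stress protein, rose by 0.47 ± 0.05 (adjusted p = 0.00131), Angptl4, which inhibits lipoprotein lipase, by 0.44 ± 0.07, and Phlda3, a p53 target, by 0.45 ± 0.07. Nr1d1, the clock repressor REV-ERBα, fell by 0.81 ± 0.10, with ratios of 0.84 and 0.26 at 5% CR and −1.88 and −2.01 at 30% CR. Pfkfb3, an activator of glycolysis, fell by 0.65 ± 0.08, and Tmem100, an endothelial membrane protein, by 0.43 ± 0.05.

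Further rises were those of Fgfrl1 (0.64), Fmo2 (0.49), Golm1 (0.49), the interleukin 6 receptor Il6r (0.46), Art5 (0.45), the adipocyte serine protease Cfd (0.43), Rusc2 (0.42) and the arrestin-like Arrdc3. Nr4a3 had the steepest fall (−0.87 ± 0.20), followed after Nr1d1 and Pfkfb3 by the vascular peptide Apln (−0.54), Maf (−0.53), Nmrk2 (−0.52), Slc41a3 (−0.50) and Atp1b4 (−0.50). Irgm, Srebf1 and Dyrk2 had slopes of −0.42, −0.42 and −0.41.

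The slope was positive for 146 probe sets and negative for 164, 310 in total. There were 2222 at an unadjusted p under 0.05, against 776 by chance alone if no probe set changed. All 310 had slopes of the same sign at both durations, as did 9067 of all 15521 tested. This follows in large part from their selection on the slope over both. Of these, 53 rises and 58 falls were also called for restricted against control, which shares the controls, where independent lists would share 1.65 and 1.44, so part of the excess may come from the shared arrays. The count was 117 without the 1-week control, 185 without the 1-week 20% array, 86 without the 1-week 30% array, 123 without the 1-month control, 73 without the variance trend and 161 with the 1-week control and 5% arrays exchanged. Fits of 1 duration called 109 at 1 week and 6 at 1 month. Herpud1, Phlda3, Angptl4, Nr1d1, Pfkfb3, Slc41a3 and Tmem100 passed without each of the 10 arrays, while 9 of the 24 passed without the 1-week 30% array, 14 without the 1-week control, 15 without the 1-month control, 17 without the 1-month 30% array and 7 without the variance trend. With the 1-week control and 5% arrays exchanged 16 of the 24 passed, and Fgfrl1, Fmo2, Golm1, Art5, Rusc2, Nr4a3, Irgm and Dyrk2 did not (adjusted p = 0.0504 to 0.119). Calls lost without an array were lost without a control or a 30% array, with these exceptions. Fgfrl1 was also lost without the 20% array of 1 week (adjusted p = 0.0731) or 1 month (0.0553), and Il6r without the 1-month 20% array (0.0532). Nr4a3 was also lost without the 1-week 10% (adjusted p = 0.055) or 20% array (0.0719), and Dyrk2 without the 1-week 5% (0.0639), 10% (0.0601) or 20% array (0.0879) or the 1-month 20% array (0.0698).

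**Figure D3:**
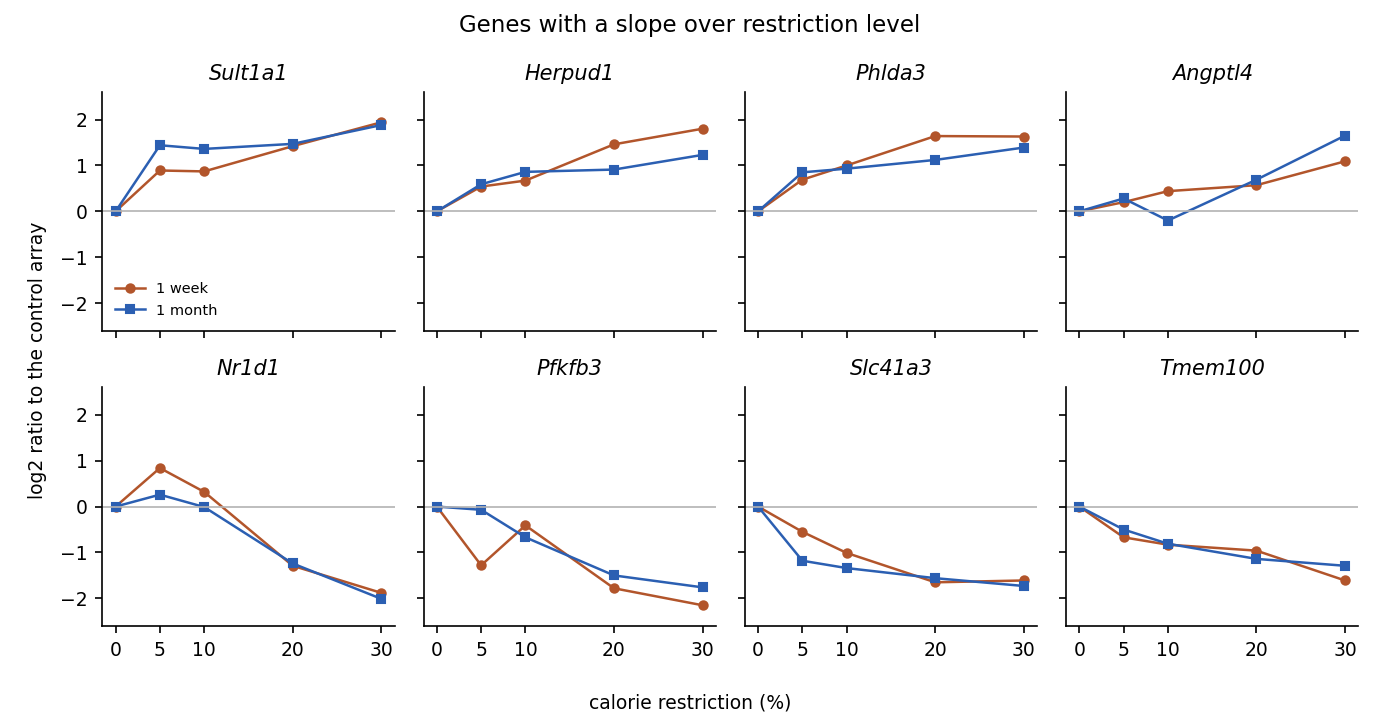
Log2 ratio to the control array of the same duration (vertical axis) against the level of CR in percent (horizontal axis) for 8 genes with a dose trend, 1 panel per gene, with a line for 1 week and a line for 1 month and 1 array per point. Sult1a1 reached 1.94 at 1 week and 1.88 at 1 month at 30% CR, and Nr1d1 reached −1.88 and −2.01.

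Detoxification and antioxidant enzymes gave 5 rises with the level of CR among 27, with Fmo1 at 0.41 ± 0.06 and Gsta1 at 0.32 ± 0.05 per 10 points, and 22 not passing (7 rises when adjusted over the list alone, adjusted p = 4.03e-05, adjusted p = 0.13 with an estimated correlation). FOXO, autophagy and atrophy genes gave 5 rises among 22 and 10 when adjusted over the list alone, with 17 not passing (adjusted p = 1.71e-06, adjusted p = 0.13 with an estimated correlation). These were Klf15, a glucocorticoid target (0.26 ± 0.06), the protease Ctsl (0.20), the translation inhibitor Eif4ebp1 (0.20), Foxo3 (0.19) and Gabarapl1. PPAR targets of fasting gave 2 rises among 10, Angptl4 and Pdk4 (0.23 ± 0.03), the kinase that stops pyruvate entering the citric acid cycle, with 8 not passing; adjusted over the list alone, 4 rose and 1 fell (adjusted p = 0.00167, adjusted p = 0.266 with an estimated correlation). For fatty acid uptake and beta-oxidation, Cd36 (0.23) and Ech1 (0.12) rose and 20 of 22 did not pass, with 2 rises when adjusted over the list alone (adjusted p = 0.000204, adjusted p = 0.344 with an estimated correlation). The medians of this list were 0.141 to 0.296 at 1 week and −0.0469 to 0.00479 at 1 month. Its mean was 3.266 on the 1-week control and 3.429 to 3.584 on the other arrays. Oxidative phosphorylation genes had 0 of 47 passing over all genes and over the list alone, with 44 positive slopes and a median of 0.03 (adjusted p = 0.00279, adjusted p = 0.706 with an estimated correlation). The oxidative phosphorylation list did not pass without the 1-week 30% array (adjusted p = 0.133) or the 1-month 5% array (0.0989), with quantile normalization (0.191) or with cyclic loess (0.0795), and its 1-month medians of −0.305 to −0.107 lay with those of the brightest probe sets.

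Macrophage markers rose in 4 of 15 cases, the complement genes C1qc (0.38 ± 0.07) and C1qb (0.31), the protease Ctss (0.27) and Lgals3 (0.22), with 11 not passing and 9 rises when adjusted over the list alone (adjusted p = 1.72e-06, adjusted p = 0.13 with an estimated correlation). Fibroblast markers rose in 4 of 12 cases, Clec3b (0.21), Scara5 (0.21), Mfap5 (0.20) and Dcn (0.10), with 8 not passing and 6 rises when adjusted over the list alone (adjusted p = 5.44e-07, adjusted p = 0.174 with an estimated correlation). Adipocyte markers Cfd and Plin4 (0.21) rose and 11 of 13 did not pass; adjusted over the list alone, 4 rose and 1 fell (adjusted p = 0.0138, adjusted p = 0.13 with an estimated correlation, adjusted p = 0.0852 without the 1-week control, 0.0638 without the 1-month 30% array and 0.261 with the 70th percentile filter). None of 11 slow fibre genes passed over all genes, and 9 rose when adjusted over the list alone (median slope 0.32, Myh7 0.44 ± 0.14; list adjusted p = 4.03e-05, adjusted p = 0.313 with an estimated correlation), in a list whose mean on the 1-week control lay 0.67 below the next lowest array. In the endothelial list, Kdr, the main receptor for VEGF, fell by 0.365 ± 0.047 (adjusted p = 0.00153) and 13 of 14 did not pass, with 1 fall when adjusted over the list alone (adjusted p = 0.0453, adjusted p = 0.344 with an estimated correlation). The endothelial list did not pass when any 1 of 6 arrays was left out. These were the 1-week 5% (adjusted p = 0.107), 10% (0.0696) and 30% (0.234) and the 1-month 5% (0.0559), 10% (0.0604) and 30% (0.0835) arrays. It also did not pass under 4 settings (0.0551 to 0.0612).

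**Figure D4:**
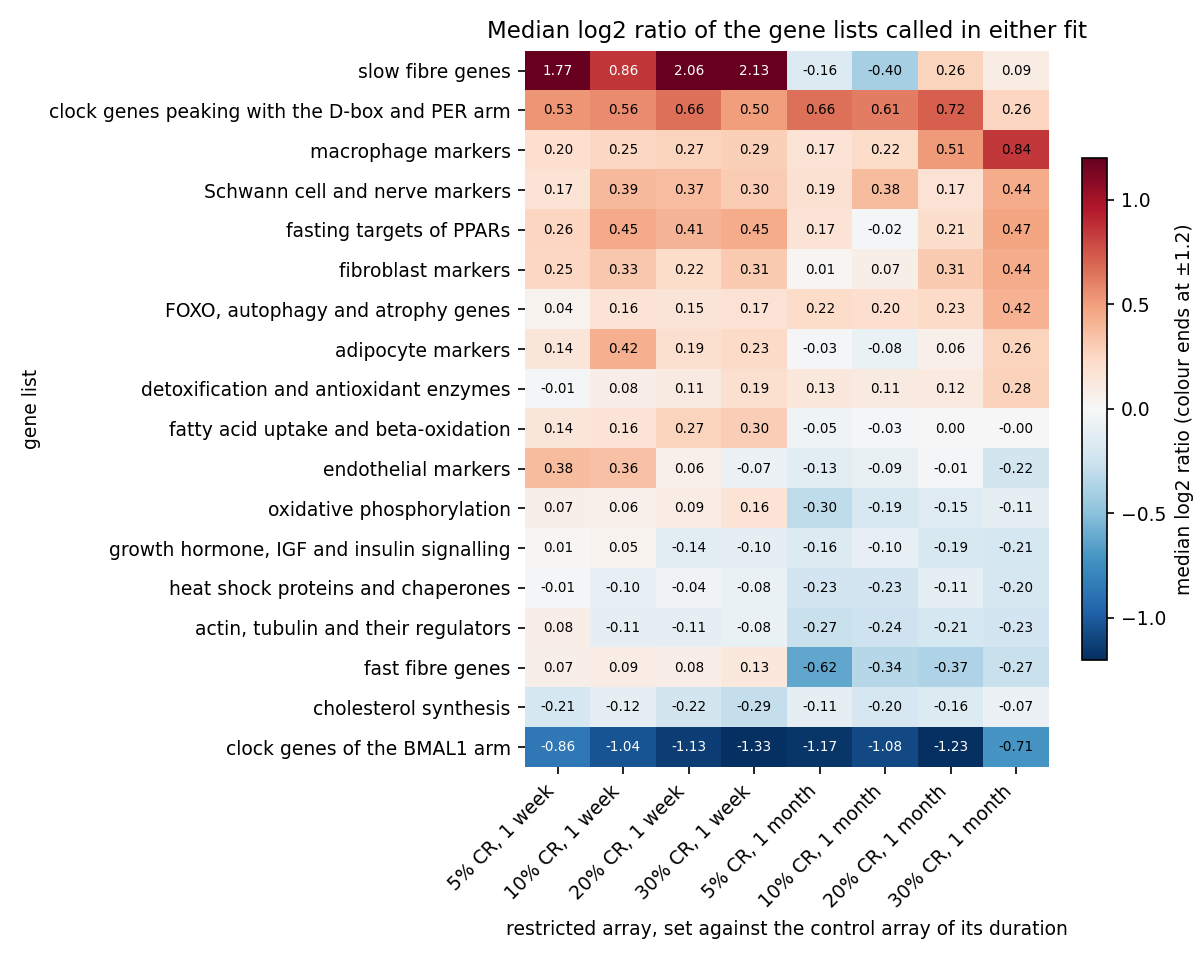
Heat map of the median log2 ratio to control (colour and printed value) of each gene list that passed in either fit (vertical axis) in each of the 8 comparisons (horizontal axis), 1 array per comparison. Macrophage markers reached 0.29 at 1 week and 0.84 at 1 month at 30% CR, and the BMAL1 arm lay between −1.33 and −0.71.

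Growth hormone, IGF and insulin signalling genes gave 3 falls with the level of CR among 18, Irs1, the main docking protein of the insulin receptor in muscle (−0.33 ± 0.06), Igfbp5 (−0.24) and Grb10 (−0.17), with 15 not passing. Adjusted over the list alone, 1 rose and 5 fell (adjusted p = 0.00921, adjusted p = 0.13 with an estimated correlation, adjusted p = 0.0694 with the 70th percentile filter). Among 22 genes of actin, tubulin and their regulators, Tpm4 (−0.20), Actg1 (−0.20) and Tuba8 (−0.17) fell, Vim (0.14) rose and 18 did not pass; adjusted over the list alone, 1 rose and 5 fell (adjusted p = 0.0212, adjusted p = 0.344 with an estimated correlation, adjusted p = 0.141 without the 1-month control and 0.0717 with the 70th percentile filter). In the BMAL1 arm of 4 genes, Clock fell (−0.30 ± 0.05) and 3 did not pass, with 2 falls when adjusted over the list alone (adjusted p = 0.0403, adjusted p = 0.266 with an estimated correlation). The BMAL1 list did not pass without the 1-week control (adjusted p = 0.135), the 1-week 5% (0.0512) and 30% (0.076) arrays or the 1-month 20% array (0.0598). It also did not pass under 5 settings (0.0513 to 0.203).

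The other 22 lists did not pass for the dose trend (adjusted p = 0.06 to 0.947), and some of their members did. Of 23 glycolysis and glycogen genes, Pfkfb1 (0.18) and the insulin-regulated glucose carrier Slc2a4 (0.15) rose and Pfkfb3 fell, with 20 not passing. Glul, which makes glutamine, rose by 0.27 ± 0.04, Chac1, which degrades glutathione, by 0.26, and the immediate-early gene Jun by 0.25. Among 35 extracellular matrix genes, the basement membrane collagens Col4a1 (−0.16) and Col15a1 (−0.17) fell and the proteoglycan Dcn rose. List median, mean and test differed in sign for NAD metabolism, ATF4 response, immediate-early genes, antigen presentation, satellite cell markers and smooth muscle markers. The study's muscle genes gave 3 rises among the 4 listed as highest and 1 fall among the 4 listed as lowest (4 and 3 when adjusted over the list alone), and its genes shared across tissues gave 4 rises among 9 and 3 falls among 8 (5 and 5 when adjusted over the list alone); they were chosen on these arrays, in whole or in part, and are not independent evidence.

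Whether expression is graded within restriction, without the controls, was asked with a slope over the 8 restricted arrays. The genes given for it were chosen after their values were seen, since the rule for named genes did not cover this fit. Nr1d1 fell by 1.05 ± 0.07 log2 per 10 points (adjusted p = 2.18e-05), Pfkfb3 had a slope of −0.60 ± 0.10, and Bhlhe41, a clock repressor, one of −0.33 ± 0.05. Bhlhe41 did not pass with the controls included (dose trend adjusted p = 0.847). Kdr and Tmem100 fell by 0.33 each, Cxcl12, a chemokine of vessel walls and stroma, by 0.28, and Col4a1 had a slope of −0.18. Ddit4, an inhibitor of mTOR complex 1, rose by 0.69 ± 0.08 but did not pass with the controls included (adjusted p = 0.101), and at 1 week it lay below the control at 5%, 10% and 20% CR (−1.62, −0.921 and −0.554). Further rises were those of Arrdc3 by 0.60 ± 0.06, Cebpb, a transcription factor of stress and fasting, by 0.36 ± 0.03 (adjusted p = 0.000494), and Fkbp5, a co-chaperone of the glucocorticoid receptor, by 0.29 ± 0.04. Lyve1, present on lymphatic vessels and resident macrophages, rose by 0.33 ± 0.05, F13a1, a transglutaminase of macrophages, by 0.32 ± 0.05, and the myokine Il15 by 0.26 ± 0.04.

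In this fit 20 probe sets rose and 18 fell, 38 in total, with 1616 at an unadjusted p under 0.05 against 776 by chance alone. With the dose trend over all arrays it shared 16 rises and 16 falls, where independent lists would share 0.19 in each direction; the fits use the same arrays, so part of the excess may come from those. The count was 6 without the 1-week 30% array, 9 without the 1-month 5% array, 24 without the 1-month 10% array, 21 without the 1-month 30% array, 1 without the variance trend and 32 with the 1-week control and 5% arrays exchanged.

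Whether a response recurs at every level and duration was asked by counting probe sets whose 8 log2 ratios were at least 0.25 in size with 1 sign. There were 395 such probe sets, 218 higher and 177 lower, among them Per2, Zfp503, Sult1a1, Ephx1 and, on the lower side, Cish, Slc41a3 and Nmrk2. Simulations without an effect gave 55.3 on average and 65 at most, and the other pairs of arrays taken as controls gave a median of 56.5 and at most 127. That highest pair was the 1-week 5% array with the 1-month control, so 127 is also the count with the 1-week arrays exchanged. Ratios of at least 0.5 were seen for 100 probe sets, 62 higher and 38 lower, and 1 sign at any size for 2570. For the latter, simulations gave 1246.75 on average and 1328 at most and other control pairs at most 1910. Changes of 2-fold or more numbered 420, 397, 446 and 536 at 5%, 10%, 20% and 30% CR after 1 week and 355, 421, 367 and 434 after 1 month. With the 1-week control and 5% arrays exchanged, the 1-week counts were 420, 252, 285 and 383. At 30% CR after 1 week, 291 were higher and 245 lower as titled, and 133 and 250 with the arrays exchanged.

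Whether the response at 1 duration is found at the other was asked with ratios to separate controls. At 30% CR, Per2 was at 2.96 and 2.19 after 1 week and 1 month, G0s2 at −2.93 and −2.16, Fmo1 at 1.45 and 1.46, Herpud1 at 1.80 and 1.23 and Pfkfb3 at −2.15 and −1.76. Across probe sets, which are not independent replicates, Pearson's r between the durations was 0.0307, 0.0856, 0.281 and 0.305 from 5% to 30% CR, and Spearman's rho 0.000859, 0.0679, 0.255 and 0.269. Other pairs of arrays taken as controls gave r of at most 0.305, 0.0769, 0.158 and 0.233 in the same order. The exchanged 1-week arrays gave −0.0307, 0.0769, 0.158 and 0.233. In the other pairs a titled control stands among the arrays read as restricted, so their values are not matched on level. They are therefore no measure of chance for a single level. At 30% CR, r was 0.0297 without a filter on dim probe sets and 0.48 with the 70th percentile filter. The 200 probe sets highest at 30% CR after 1 week had a median of 0.33 after 1 month (71% with the same sign), and the 200 lowest −0.39 (75%). The 200 highest after 1 month had a median of 0.43 after 1 week (77%), and the 200 lowest −0.37 (70.5%). Without a filter these 4 medians were −0.126, −0.25, −0.143 and 0.0088, so 3 of them turned. With the arrays exchanged they were 0.319, −0.2, 0.282 and −0.455.

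How muscle differs between the durations was asked over all levels, with age, any batch and the poly-A spike ratio going with duration. The median log2 signal of tested probe sets was lower by 0.21 at 1 month (−0.212), in step with the lower trimmed mean, so changes are given relative to each array's median. Myh3, the embryonic myosin heavy chain, fell by 1.79 ± 0.21 log2 (−2.00 as deposited), Cdkn1c, a growth-restraining imprinted gene, by 1.74 ± 0.13, and Igf2, an imprinted growth factor, by 1.41 ± 0.10 (adjusted p = 2.86e-06). Mymk, which fuses myoblasts, fell by 1.37 ± 0.25, and the matrix genes Mfap4 and Cthrc1 fell by 1.41 ± 0.13 and 1.39 ± 0.21. Atp1b4 and Cdh22 fell by 1.66 and 1.43. Cst7, a protease inhibitor of immune cells, rose by 1.5 ± 0.14 (adjusted p = 2.29e-05), Lmod1, an actin nucleator of smooth muscle, by 1.37 ± 0.16, Il6r by 1.24 ± 0.21, Golm1 by 1.03 ± 0.20, Arrdc2 by 0.96 ± 0.11 and Ddit4 by 0.96 ± 0.26. Iqub and Art5 rose by 1.08 and 0.89.

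Relative to the array medians, 768 probe sets rose and 802 fell in limma, 1570 in total; as deposited, 175 rose and 5088 fell, 5263 in total. Of the 16 genes with the largest changes, 14 passed without each array in the deposited values. Ddit4 was at adjusted p = 0.031 in the centred fit and 0.0395 as deposited. As deposited, it did not pass without the 5% (adjusted p = 0.0965), 10% (0.0879) or 20% (0.0963) arrays of 1 week. Nor did it pass without the control (0.0847), 10% (0.0606), 20% (0.0758) or 30% (0.0646) arrays of 1 month. Art5, at adjusted p = 0.0193 as deposited, did not pass without the 1-week control (0.052) or the 1-month 5% array (0.0508).

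Whether the slope on the level of CR differs between durations was tested with an interaction term. No gene passed in limma: the 8 genes with the smallest p in each direction all had an adjusted p of 0.745, among them C1qa, a complement gene of macrophages (0.41 per 10 points), Gpx3, a secreted glutathione peroxidase (0.21), Col1a1 (0.35), Acsl6 (−0.27), Nnt (−0.21) and Mgll (−0.32). The count of 0 stood beside 940 at an unadjusted p under 0.05 and 776 by chance alone, and it was 1 without the 1-week 5% array and 2 without the 1-month control. A difference of restricted against control between durations, added after the data were seen, gave 0 calls and 1121 at an unadjusted p under 0.05, with Myh2, the fast IIa myosin, at the smallest adjusted p of 0.0686. With the 1-week control and 5% arrays exchanged it gave 0 calls, 837 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0916.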

Values the study reported

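For muscle, the study reported 684, 663, 1229 and 1517 altered probes at 5%, 10%, 20% and 30% CR after 1 week, and 1041, 1097, 1074 and 1422 after 1 month. It gave 101 probes altered in all of these comparisons, 50 up and 51 down. Log ratios of Fmo1 were given as 0.6, 1.0, 0.9 and 1.5 after 1 week and 0.9, 0.9, 1.1 and 1.6 after 1 month, with rising CR. For G0s2 the values were −0.7, −1.7, −2.5 and −2.9 after 1 week and −2.5, −3.5, −3 and −2.2 after 1 month. In adipose tissue, Dbp was given as higher at each level of CR after 1 week. Nr1d2 was given as higher at 5% CR after 1 week in liver and adipose tissue. Dbp was not found in the liver, and Nr1d2 was not higher in the hypothalamus after 1 week.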

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

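Most tests of the slow fibre, abundant muscle gene and clock patterns were chosen after the result was seen. Those on other assignments of the arrays were fixed before. So were quantile normalization for the fast fibre list and the estimated correlation for the clock lists. The limma call counts and the same-direction count with the arrays exchanged, quoted for the clock, were also fixed before.

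Other assignments of the arrays to levels, durations or control groups were fitted in the same way. For the dose trend, 1 of 100 assignments, the real one, gave as many as 310 calls and the highest other of these gave 88. The exchange of the 1-week control and 5% arrays, which was not among these 100, gave 161. No other of the 100 reached 310, so chance is unlikely, though 1 of 100 is the smallest share that this draw allows. For restricted against control, 1 of 25 choices of a control pair gave as many as 311 and the highest other gave 1. Chance is unlikely here, though 1 of 25 is the smallest share that this number of choices allows. Among the restricted arrays alone, 1 of 100 gave as many as 38 and the highest other gave 3. For duration with centred arrays, 1 of 100 gave as many as 1570 and the highest other gave 1. Chance is unlikely for both, with 1 of 100 again the smallest share allowed. For dose by duration the real count was 0, so all 100 of 100 assignments give as many by construction and nothing follows about chance, and the highest other gave 15.

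Several results had restricted arrays on 1 side of the control at 1 week and on the other side at 1 month, given here as mean log2 ratios and as 1 month minus 1 week. Fast fibre genes differed by −0.492 (0.0913 and −0.401; adjusted p = 6.85e-15, and adjusted p = 0.325 with an estimated correlation). Oxidative phosphorylation genes differed by −0.286 (0.096 and −0.19; adjusted p = 7.53e-15, and adjusted p = 0.434 with an estimated correlation). Glycolysis and glycogen genes differed by −0.295 (0.0896 and −0.205; adjusted p = 0.000214, and adjusted p = 0.434 with an estimated correlation). Citric acid cycle genes differed by −0.191 (0.0575 and −0.133; adjusted p = 1.14e-05, and adjusted p = 0.325 with an estimated correlation). Fatty acid synthesis genes differed by −0.352 (0.176 and −0.176; adjusted p = 0.0415, and adjusted p = 0.325 with an estimated correlation). Further lists had a tested difference without all 4 levels of each duration on opposite sides. These were stretch response genes (−0.711, from 0.421 to −0.291; adjusted p = 0.000213), slow fibre genes (−1.76, from 1.7 to −0.0515; adjusted p = 3.44e-11) and fatty acid uptake genes (−0.234, from 0.216 to −0.0173; adjusted p = 4.36e-07), each with an adjusted p of 0.325 with an estimated correlation. With the 1-week control and 5% arrays exchanged, 4 of these 8 lists still passed in the same direction: fast fibre (adjusted p = 4.3e-09), oxidative phosphorylation (9.43e-11), glycolysis (0.000195) and citric acid cycle genes (0.000867). Fatty acid synthesis (0.509), stretch response (0.738) and fatty acid uptake genes (0.654) did not pass, and slow fibre genes turned (0.509). In all, 10 lists passed with the arrays exchanged, some of them only then. These exchanged tests used the preset correlation, and an estimated one was not tried with them. Extracellular matrix (0.00331), fibroblast (0.0179), detoxification (0.0228) and macrophage genes (0.0358) then passed in the higher direction at 1 month. Heat shock (0.04) and immediate-early genes (0.0457) then passed in the lower direction. The brightest 1% of probe sets differed by −0.242 (0.0553 and −0.187), and this difference was not tested. Myh2 differed by −1.26 (0.89 and −0.368; adjusted p = 0.0686), Tnni2 by −0.542 (0.0936 and −0.449; adjusted p = 0.451) and Tnnt3 by −0.486 (0.0741 and −0.412; adjusted p = 0.512), none of which passed. Idh2, a citric acid cycle enzyme, differed by −0.374 (0.218 and −0.156; adjusted p = 0.626) and Des, the muscle filament desmin, by −0.24 (0.0988 and −0.141; adjusted p = 0.771), and neither passed.

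Slow fibre genes were higher on all 4 restricted arrays at 1 week and not at 1 month. An effect of restriction that holds at both durations was not seen, since the mean of the list medians at 1 month was −0.0515. It is not excluded, because all ratios at 1 month rest on 1 control array and pools differ in slow fibre signal. The list mean was 2.643 on that control and 2.27 to 2.832 on the restricted arrays of 1 month. A pool of less slow-fibre muscle for the 1-week control and an effect of restriction present at 1 week and gone at 1 month, of 1.7 against 1 control array, cannot be told apart, because the durations share no control. The control's mean of 1.41 lay 0.674 below the lowest other array, more than the 0.562 that the 1-month arrays spanned but less than the 1.1 that the restricted 1-week arrays spanned, so pools differ by as much without it. With the slow fibre mean as a covariate, an alternative added after the data were seen, 40 probe sets had a dose trend call, 36 of them among the 310, and 70 a restricted against control call, 63 of them among the 311.

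Abundant muscle genes were lower on the 4 restricted arrays at 1 month, where the brightest 1% of probe sets and the hybridization spikes were lower too. The authors' scaling of whole arrays is excluded, since 1 factor per array moves all probe sets alike and the brightest 1% lay −0.161 from all tested probe sets. Compression of bright signals and lower fast fibre mRNA under restriction cannot be told apart. The brightest 1% outside the lists of fast fibre, respiratory chain, glycolysis and citric acid cycle genes were lower too (−0.155), but less so than the fast fibre genes (median −0.393 of their means over the levels), and quantile normalization ended that list's restricted against control call (adjusted p = 0.984). Lists matched on the 50 nearest genes had a median of −0.178, and 0% of them lay below the fast fibre list, but they were dimmer (12.44 against 12.94). Lists matched on the 5 nearest were as bright (12.92) and drew on 27 genes, so their median of −0.387 equals the value of 1 gene, Slc25a4, and their brightest genes were the mitochondrially encoded COX2 (−0.54) and COX1 (−0.508) and the muscle genes Acta1 (−0.431) and Ckm (−0.408). Few genes reach that signal, so neither match decides. Closely matched lists lay higher for oxidative phosphorylation (−0.141 against −0.198) and glycolysis (−0.114 against −0.249), but members of a list vary together, which such lists ignore, so these differences stay open. Citric acid cycle genes (−0.129) lay within the central 95% of their close match (median −0.0481, 4.52% lower) and of the match on 50 genes (−0.0916, 20.4% lower).

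The medians of both clock lists were displaced on the restricted arrays, up for D-box and PER genes and down for BMAL1 genes. Not all members followed: of 12 D-box and PER genes 4 rose, Cry1 fell and 7 did not pass, and Nr1d1 fell to −1.88 and −2.01 at 30% CR. With an estimated correlation neither list passed (adjusted p = 0.285 for each). A single deviating control is excluded with the arrays as titled, since the difference between the list medians was 1.65 at 1 week and 1.61 at 1 month, against separate controls. An exchange of the 1-week control and 5% arrays does not touch the 1-month arrays, but for 1 week it cannot be told apart from an effect. The mean difference of 0.00549 after exchanging them follows from an exchange and also from a 5% array that responds like the other levels, and it averages −1.39 for the array titled control with 0.163, 0.557 and 0.691 at 10%, 20% and 30% CR. Other values go with the titles: the 5% array of 1 month was displaced like the other levels (1.83), and exchanging the arrays lowered the restricted against control calls from 311 to 1, the dose trend calls from 310 to 161 and the same-direction count from 395 to 127. Clock genes that were higher in some other tissues, given above, go with the titles too, though not every tissue followed. None of these is forbidden by an exchange, since 1 array per group leaves a deviating 5% array possible. An exchange of muscle arrays would also leave other tissues as they are. Growth with the level of CR stays open too: the difference rose from 1.39 at 5% to 1.82 at 30% CR at 1 week, and the ratio of 0.864 over both durations rests on the 30% array of 1 month (0.964, after 1.83, 1.69 and 1.95). Another time of day, or of last meal, in restricted than in control rats may give arms in opposite directions in 8 of 8 comparisons, and it cannot be told apart from an effect of fewer calories, since no hour of feeding or collection is recorded per array.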

How the results depend on the processing

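Cyclic loess, the slow fibre covariate, the restricted against control fits to 1 duration, level ranks for named genes, and the exchange for the restricted arrays alone, the 2-fold counts, agreement, picked genes and restricted against control by duration were added after the data were seen. The dose trend count of 310 was 221 to 433 and the restricted against control count of 311 was 236 to 332 under quantile normalization, median centring, no filter, the 70th percentile filter, log2 of signal plus 32, cyclic loess and, for the dose trend, level ranks. With quantile normalization 269 of the dose trend calls and 299 of the restricted against control calls were shared. No named gene that passed changed sign under these settings or without any 1 array.

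Larger shifts were as follows, and the cause was not tested where it is not stated. Without the variance trend, the dose trend gave 73, restricted against control 77 and the restricted arrays alone 1. With the 1-week control and 5% arrays exchanged, they gave 161, 1 and 32. The count with the same direction in all 8 was then 127. For restricted against control 8 lists passed with the exchange, some of them only then. Both clock lists and the fatty acid uptake, PPAR, cholesterol, slow fibre, growth hormone, adipocyte, macrophage, Schwann cell and fibroblast lists no longer passed. Fewer arrays gave 109 for the dose trend at 1 week alone and 6 at 1 month alone, and for restricted against control 34, 129 and, with 20% and 30% CR only, 668. With the slow fibre covariate the counts were 40 and 70. Leaving out 1 array gave 86 to 368 for the dose trend, 27 to 455 for restricted against control, 6 to 35 for the restricted arrays alone, 4402 to 4932 for duration, 0 to 2 for dose by duration, and 11 to 16 and 11 to 17 lists for the dose trend and restricted against control. Duration gave 1575 with quantile normalization and 1570 with centring, in place of 5263, since both remove the shift between durations.

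By their construction, filters and offsets change how many dim probe sets count. The same direction in all 8 held for 1032 without a filter, 249 with the 70th percentile filter, 220 with log2 of signal plus 32, 2570 at any size and 100 at 0.5, in place of 395. The sum of 2-fold changes over the comparisons, 3376, was 60243, 786 and 513 under the first 3 of these. Without a filter, r between durations at 30% CR was 0.0297, and at 10% and 5% it turned to −0.00526 and −0.00769; with the 70th percentile filter it was 0.48 at 30%. Picked genes without a filter had medians of −0.126 and −0.25 (1-week highest and lowest) and −0.143 and 0.0088 (1-month highest and lowest), 3 of them on the other side of 0. The 1-week highest were at 0.584 with the 70th percentile filter and 0.217 with 50 picked, and the 1-week lowest at −1.11 with 50 picked. With the arrays exchanged, r was −0.0307 at 5%, where the ratio at 1 week turns by construction, and 0.158 at 20%, and the picked medians that moved were −0.2 (1-week lowest) and 0.282 (1-month highest).

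With an estimated correlation, 0 of 13 and 0 of 16 lists passed. For fry over all 35 lists, 7 and 4 passed one way (6 of the 13 and 4 of the 16), and 21 passed in either direction in each fit (10 of the 13 and 14 of the 16). For restricted against control, 3 lists turned. Fatty acid uptake and beta-oxidation did so without the 1-week control (adjusted p = 0.869) and with the arrays exchanged (0.949), with 6.94e-09 to 0.869 over the arrays left out. Slow fibre genes did so in the same cases (0.552 and 0.173, 6.06e-12 to 0.552), and fast fibre genes without the 1-month control (0.019, 8.69e-12 to 0.0235). Signal over background limits the dim probe sets: those under a mean signal of 17.84 were not tested, and the values without a filter include them.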

Other observations

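Other genes with graded slopes were chosen here after their values were seen. Over the 8 restricted arrays, Trib2, a pseudokinase, had ratios of 0.71 and 0.84 at 5% CR and −0.22 and −0.52 at 30% CR after 1 week and 1 month (slope −0.42 ± 0.06 log2 per 10 points, adjusted p = 0.0112). Sdc4, a cell surface proteoglycan, went the other way, from −0.38 and −0.58 to 0.40 and 0.42 (slope 0.37 ± 0.05, adjusted p = 0.00573). Errfi1, an inhibitor of EGF receptor signalling, had a slope of 0.35 ± 0.06 and Plekhf1, an endosomal protein, 0.30 ± 0.04. None of Trib2, Sdc4, Errfi1 and Plekhf1 passed for the dose trend with the controls included (adjusted p = 0.256, 0.176, 0.234 and 0.166). St3gal1 and Sobp, with slopes of −0.39 ± 0.07 and −0.35 ± 0.06, passed both.

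Genes with the smallest p for a difference of restricted against control between durations were also chosen after their values were seen, and none passed in limma. Beside Myh2, they included Fhl1, a muscle LIM protein (0.75 at 1 week and −0.38 at 1 month, adjusted p = 0.107). Hspb7, a small heat shock protein of muscle (0.97 and −0.64, adjusted p = 0.107), was also among them. So was Atp1b1, a subunit of the sodium pump (0.96 and −0.16, adjusted p = 0.107). Gnl1 (−0.746 and 1.99, adjusted p = 0.107) and Trmu (−0.612 and 2.99, adjusted p = 0.107) went the other way. All ratios at 1 week rest on 1 control array, whose slow fibre mean lay 0.674 below the lowest other array. Myh7, the slow myosin, was at 2.41 and 0.206 (adjusted p = 0.384). Whether Fhl1, Hspb7 and Atp1b1 follow slow fibre content was not tested.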
